A study of Homo sapiens with 5 samples.

How the data were processed

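Poly(A)-selected RNA of HEK293T cells was sequenced in 5 libraries, 1 for each treatment, per the labels' protocols: RNA was extracted with TRIzol, messenger RNA was isolated with a magnetic kit for poly(A) RNA, and libraries were made from 1 µg of total RNA. Cells were treated for 4 h with DMSO, EC359 (0.5 µM), RSL3 (0.5 µM), or either drug with 2 µM Fer-1. The titles and treatment labels of the EC359 samples spell the drug in other ways, and the treatment protocol and the series design give it as EC359.

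The table deposited by the authors holds 1 FPKM value per gene and library for 60612 genes. Neither its header nor the labels name the unit, which was inferred from the values: they are decimals whose totals differ between libraries (430595 to 443033), so they are neither TPM nor CPM, and low values of genes with a single transcript over 500 bases fall on steps after multiplication by exonic length. The aligner, the counting program, the annotation, and whether counting used the strand are not stated in the labels or the file header. The gene identifiers are from Ensembl, and 91.2% of the 60401 identifiers found in GENCODE version 44 have the same start and end there, which places the coordinates on GRCh38; 211 identifiers were not found. All 5 value columns were used. Columns were matched to samples by name. The column named WT was taken as the DMSO library because WT is the genotype of every sample, the other 4 columns name the 4 drug-treated samples, and DMSO is the only sample without a drug. This is an inference by elimination, since the name itself does not single out that sample.

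Depth was estimated from the commonest step of FPKM multiplied by exonic kilobases among 1698 to 2075 low values per library, of which 148 to 179 lay on it. If that step is 1 fragment, 1 FPKM in 1 kb of exon rests on 21.6 to 30.4 fragments. This is an estimate, since exonic lengths come from GENCODE and those the authors used are not stated.

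Values were analysed as deposited, as log2(FPKM + 1), for 12537 genes with a mean of at least 1 FPKM over the 5 libraries. A gene counted as changed at an absolute log2 ratio of at least 1. With 1 library per group no test across genes and no p-value was computed. The 8 comparisons, the 10 gene lists and the rule for the genes named were fixed before the data were examined. That rule names a fixed set (GPX4, LIFR, IL6ST, CHAC1, PTGS2, HMOX1, SLC7A11, ATF3, ATF4, DDIT3, TRIB3, TFRC, FTH1, ACSL4, AIFM2, NQO1 and SOCS3), the 10 highest and 5 lowest genes by the mean of the EC359 and RSL3 ratios to DMSO among genes at least 2-fold in both in the same direction, of which there were only 4 lower ones, and the 3 highest and 3 lowest ratios of EC359 to RSL3. Other genes are said to be chosen after their values were seen. The lists cover ATF4, NRF2, HSF1 and p53 targets, LIFR and STAT3 targets, immediate early genes, metallothioneins, sterol synthesis genes, chaperones of the endoplasmic reticulum and reference genes, and older symbols were matched through a table of synonyms.

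Genes whose exons share at least 10% of their bases with exons of another gene on either strand, by GENCODE version 44, were called overlapping (3079 of the tested genes, 24.6%); 22 tested genes had no reference gene model. For ratios that share the DMSO library, 5 libraries without any change were simulated around the mean of each of 12515 genes at the estimated depths, in 20 draws, with a variation of 0%, 10% or 20% between libraries. Percentiles of lists came from 10000 random lists matched on 20 bins of mean expression. Shares are given with Wilson 95% intervals.

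The procedure was checked on simulated libraries in which 200 of 12515 genes were changed 4-fold. It called 100% of them, with 20 other genes in the comparison laid out like EC359 against DMSO. A planted change of 4-fold lies far above the threshold of 2-fold, so this recovery was nearly certain beforehand. It does not measure recovery of smaller changes or of changes in low genes, which log2(FPKM + 1) understates. With EC359, the plain FPKM ratio of EGR1 to DMSO was 4.12, but its log2 ratio was only 1.07. That of CHAC1 was 2.45, and its log2 ratio of 0.71 did not count as changed. Of 1000 lists of genes drawn at random, 43 (4.3%) fell in the outer 5% of percentiles. Alternatives were a pseudocount of 0.1 or 5, no filter on low values or a mean of at least 5 FPKM, median-ratio size factors (0.980 to 1.01), thresholds of 3-fold and 1.5-fold, and protein-coding genes only. Leaving out overlapping genes was added after the data were seen. A count of genes was taken as moved when it differed by more than 1.5 times, a correlation when it moved by over 0.05, a share when it left its interval, and a list median when it moved by more than the SD of its random lists. Alternatives that need raw counts were not run, and another unit was not tried. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.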

Results

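Messenger RNA was sequenced from HEK293T cells, a human embryonic kidney line, 4 h after treatment. There were 5 treatments with 1 library each: the vehicle DMSO, EC359 at 0.5 µM, RSL3 at 0.5 µM, and each of these drugs together with 2 µM ferrostatin-1 (Fer-1). EC359 is described in the study's title as a drug that targets LIFR, the receptor of leukemia inhibitory factor. RSL3 inhibits GPX4, the enzyme that reduces lipid hydroperoxides in membranes, and induces ferroptosis, an iron-dependent form of cell death driven by lipid peroxidation. Fer-1 traps lipid radicals and blocks ferroptosis. The design therefore asks what EC359 does to expression, how far that resembles the response to RSL3, and which part of each response Fer-1 removes. No library had Fer-1 alone, so its own effect on expression was not measured. No treatment had a replicate, so none of the differences below has a replicate check, and they describe these 5 libraries and not the treatments at large.

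The values are FPKM, fragment counts scaled to exon length and to the depth of the library. The column taken as DMSO carries the name of the genotype (WT) and was assigned because the other 4 columns name the 4 drug-treated samples; every ratio to DMSO rests on that reading. The total FPKM per library lay between 430595 in RSL3+Fer-1 and 443033 in RSL3. Low values fell on steps when multiplied by exonic length, and if 1 step is 1 fragment, 1 FPKM in a gene with 1 kb of exon rested on 23.0 fragments in DMSO, 27.1 in EC359, 30.4 in RSL3, 23.9 in EC359+Fer-1 and 21.6 in RSL3+Fer-1. A gene of median exonic length at 1 FPKM would then rest on 112 to 157 fragments. Comparisons used 12537 genes with a mean of at least 1 FPKM over the 5 libraries, of which 11182 were protein coding. A difference is a difference of log2(FPKM + 1), which understates the change of low genes, and a gene counted as changed at an absolute value of at least 1, called 2-fold here.

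The genes coding for the stated drug targets changed little. GPX4 (ENSG00000167468, chromosome 19, 1103926 to 1106791, plus strand, GRCh38) measured 197 FPKM in DMSO, 169 in EC359, 187 in RSL3, 198 in EC359+Fer-1 and 200.2 in RSL3+Fer-1. LIFR (ENSG00000113594, chromosome 5, 38474668 to 38608354, minus strand) measured 2.58 FPKM in DMSO, 2.78 in EC359, 2.97 in RSL3, 2.80 in EC359+Fer-1 and 3.22 in RSL3+Fer-1. Its co-receptor IL6ST stayed between 5.78 and 6.18 FPKM. SOCS3, a target of the pathway, was below 0.2 FPKM in all 5 libraries and was not among the tested genes.

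Against DMSO, the EC359 library had 80 genes at least 2-fold higher and 15 lower, and the RSL3 library had 78 higher and 17 lower. With Fer-1 the numbers were 34 higher and 16 lower for EC359, and 21 higher and 17 lower for RSL3. The median log2 ratio of all tested genes lay between -0.04 and 0.02 in the 8 comparisons made. Simulated libraries with no change, drawn at these depths with a variation of 10% between libraries, gave a mean of 18.6 changed genes in the comparison laid out like EC359 against DMSO, over 20 draws, with a highest value of 25. Of the 3 variations simulated, 10% came closest to the observed SD of log2 ratios between EC359+Fer-1 and RSL3+Fer-1, with 0.21 simulated and 0.21 observed. It still gave too few changed genes in that pair, with a mean of 20.4 and a highest value of 27 where 51 were observed. The simulation has no noise from overlapping gene models, so the excess of observed over simulated counts is partly open. The number for EC359 against DMSO depends on the variation chosen: 20% gave a mean of 120.05 changed genes, with an SD of 0.37. The true variation between replicates of a treatment was not measured. The threshold moved these numbers most: at 1.5-fold, 386 genes differed between EC359 and DMSO and 364 between RSL3 and DMSO.

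Many of the changed genes had exons that overlap those of another gene, where fragments could be assigned to either. Of the tested genes, 24.6% had at least 10% of their exonic bases covered by exons of another gene. Among changed genes this share was 36.8% for EC359 and 37.9% for RSL3 against DMSO, but 66.0% for EC359+Fer-1 and 71.1% for RSL3+Fer-1. Without such genes, and without those lacking a reference gene model, 56 genes were higher and 2 lower in EC359 than in DMSO, and 56 were higher and 2 lower in RSL3. The same count was 13 higher and 2 lower for EC359+Fer-1, and 6 higher and 5 lower for RSL3+Fer-1.

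**Figure D1:**
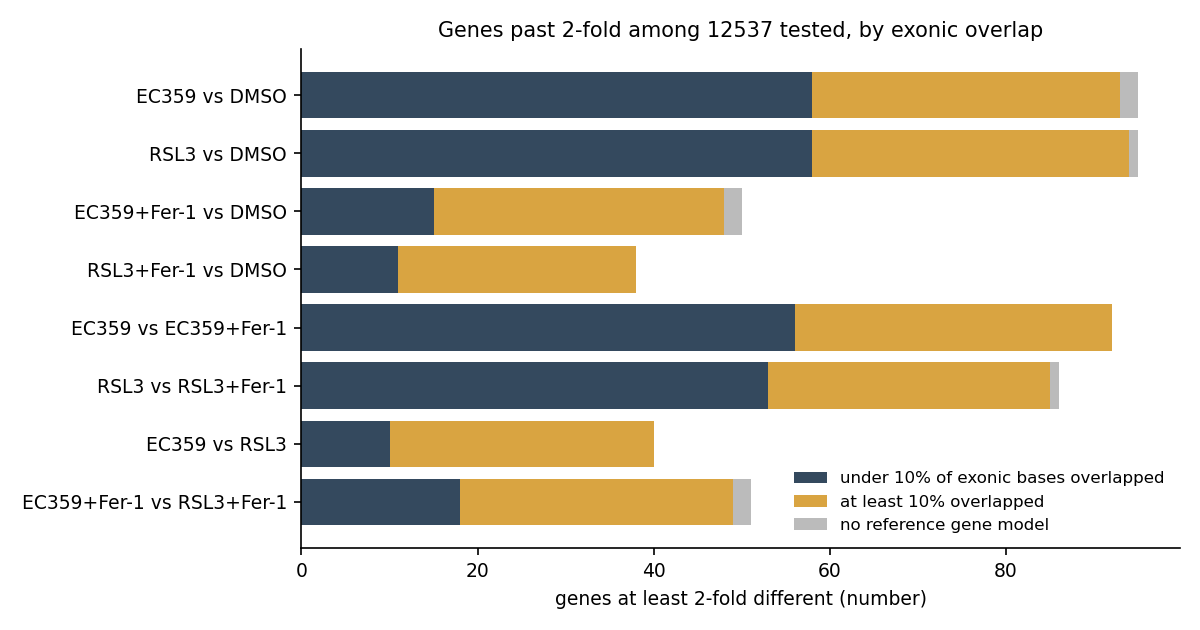
Bars give the number of genes at least 2-fold different in each of the 8 comparisons (horizontal axis), divided by the overlap of their exons with other genes. The comparisons of EC359 or RSL3 with DMSO have 58 genes each without overlap, and the comparison of the drugs with each other has 10.

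The responses to EC359 and RSL3 were compared gene by gene. Of the genes changed against DMSO, 44 were higher with both drugs, 4 were lower with both, and 1 moved in opposite directions. The unchanged simulated libraries gave a mean of 4.15 genes higher in both, with a highest value of 10, because both ratios share the DMSO library, and a mean of 12.2 with a highest value of 21 at a variation of 20%. For genes lower in both, the mean was 2.1 with a highest value of 6, and 6.1 with a highest value of 10 at 20%. The 4 genes lower with both drugs thus lay within the range of libraries without any change. Of the 44 genes, 24 were protein coding, 6 were mitochondrial tRNAs, 6 were small nucleolar RNAs, and 33 had no overlap with another gene. Across all tested genes, which are not independent replicates, the ratios of EC359 and RSL3 to DMSO correlated with Pearson's r of 0.74 and Spearman's rho of 0.72, against an r of 0.51 in the simulated libraries. With Fer-1 in both arms the r was 0.54, where the simulated libraries gave a mean of 0.50. Their highest value was 0.52 at a variation of 10%, 0.51 at 20% and 0.54 at 0%. The observed r was thus slightly above every draw at 10% and 20%. All simulated libraries had the same variation. A DMSO library that deviated more than the others would raise both r values and the counts of shared genes without any likeness between the drugs. This was not simulated, so these simulated values cannot exclude it. The ratios of each drug to the same drug with Fer-1, given below, do not use DMSO. The r between EC359 and RSL3 fell to 0.68 without a filter on low values and was 0.79 without overlapping genes, an alternative chosen after the data were seen.

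The highest gene in both arms was JUN (ENSG00000177606, chromosome 1, 58780791 to 58784047, minus strand), which measured 24 FPKM in DMSO, 659.9 in EC359 and 652 in RSL3, and 29.2 and 29.9 with Fer-1. Its log2 ratios to DMSO were 4.73 and 4.71 with the drugs and 0.27 and 0.31 with Fer-1. ATF3 (ENSG00000162772, chromosome 1, 212565334 to 212620777, plus strand) measured 5.00 FPKM in DMSO, 75.8 in EC359 and 86.0 in RSL3. With Fer-1 it measured 20.9 FPKM in the EC359 arm and 6.97 in the RSL3 arm. DUSP1 (ENSG00000120129, chromosome 5, 172768096 to 172771195, minus strand) measured 7.03 FPKM in DMSO, 52.7 in EC359 and 46.1 in RSL3, and 7.38 and 7.45 with Fer-1. RHOB rose by 2.00 and 2.19, JUND by 1.89 and 2.26, and EGR1 by 1.07 and 2.74 on the log2 scale with EC359 and RSL3, and with Fer-1 each of these 3 lay between -0.04 and 0.28. HSPA1A was among the 10 highest as well, at 1.77 and 2.74, but it has a near-identical copy in HSPA1B, so its values are uncertain. The other 3 of the 10 highest, AP002990.1, AL355312.5 and PTP4A1, have 73.7% to 96.5% of their exonic bases overlapped and are uncertain for that reason. All 4 genes lower with both drugs (AL445685.3, AC008878.1, TREX2 and HEXIM2) were also overlapped, by 54.7% to 100% of their exonic bases.

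**Figure D2:**
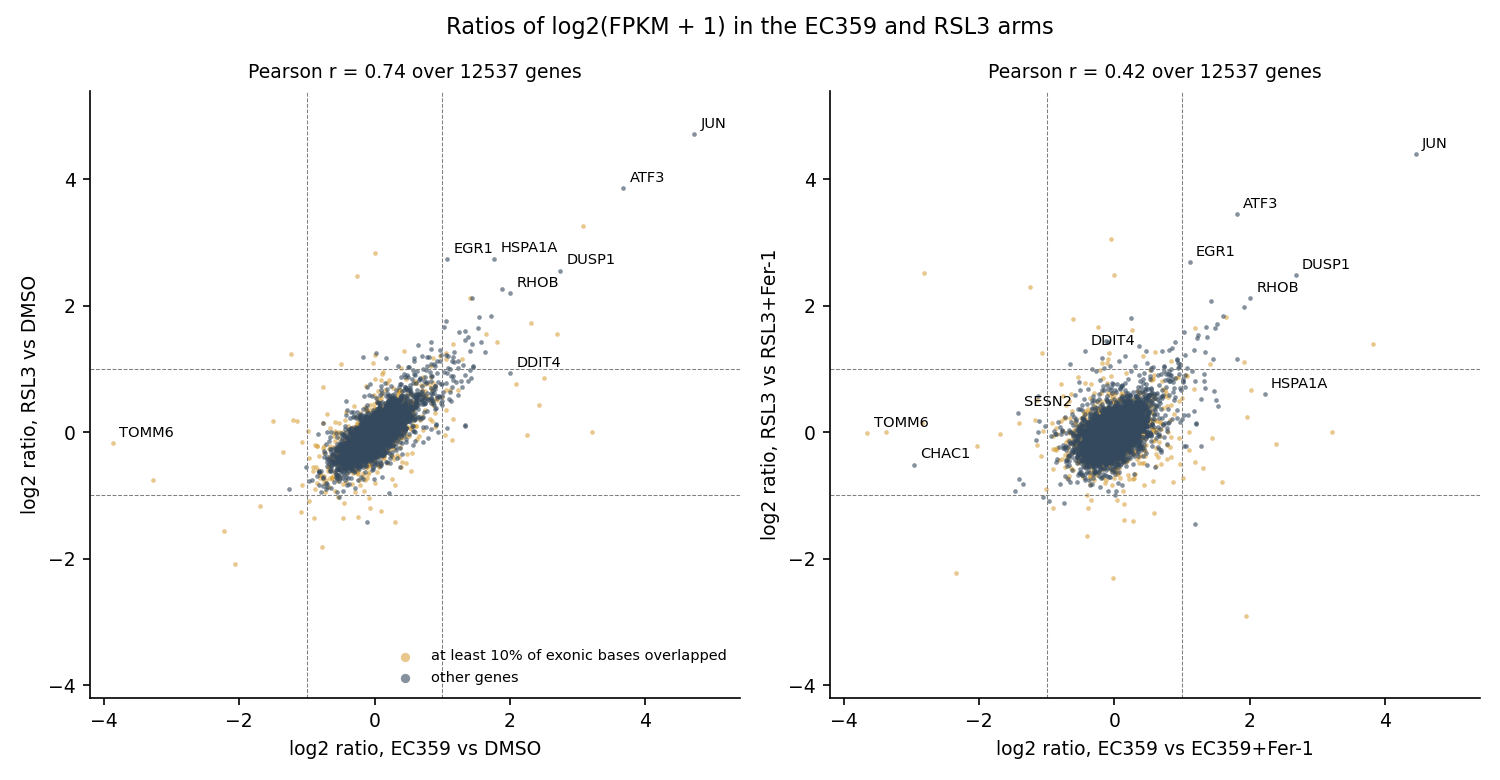
Each point is 1 of 12537 genes; the axes are log2 ratios of FPKM + 1 for EC359 (horizontal) and RSL3 (vertical), to DMSO on the left and to the same drug with Fer-1 on the right, with dashed lines at 2-fold and genes with overlapping exons in a lighter colour. JUN lies at 4.73 and 4.71 on the left and at 4.45 and 4.40 on the right, and TOMM6, whose exons lie within another gene, is far lower in EC359 and near 0 on the axis of RSL3.

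The difference between each drug and the same drug with Fer-1 was measured without DMSO. EC359 had 65 genes higher and 27 lower than EC359+Fer-1, and RSL3 had 69 higher and 17 lower than RSL3+Fer-1. These ratios share no library, and their r across genes was 0.42 (rho 0.39), where the simulated libraries gave -0.01. Any effect of Fer-1 itself would enter both ratios and raise this r, and the simulated libraries hold no such effect. The r was 0.53 without overlapping genes and 0.30 without a filter on low values.

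Of the 80 genes raised by EC359, 64 were under 2-fold against DMSO with Fer-1 (80%, 95% Wilson interval 70.0% to 87.3%), and their median log2 ratio was 1.28 without and 0.17 with Fer-1. For RSL3 it was 65 of 78 genes (83.3%, 73.5% to 90%), with medians of 1.23 and 0.20. The intervals cover counting error only. Genes selected as high in a library tend to be lower in any other one, so each set was also measured in the other arm, in libraries that took no part in selecting it. The genes raised by EC359 had a median of 0.73 in RSL3 against RSL3+Fer-1, where 66 of 80 were higher (82.5%, against 42.6% of all genes). The genes raised by RSL3 had a median of 0.74 in EC359 against EC359+Fer-1, where 61 of 78 were higher (78.2%, against 43.9% of all genes). Only 36 of the 80 genes and 42 of the 78 were protein coding. In both arms all 22 mitochondrial tRNAs were higher than with Fer-1, as were 61 of 74 small nucleolar RNAs for EC359 and 62 for RSL3. The shares of all genes were not matched on class, and protein-coding genes were not measured alone. Without overlapping genes, 51 of 56 genes in each arm (91.1%) were under 2-fold with Fer-1, and with a pseudocount of 0.1 the shares were 74.8% for EC359 and 74.5% for RSL3. The genes lowered by a drug showed no such pattern: 7 of 15 for EC359 and 9 of 17 for RSL3 were also lower in the other arm.

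Compared directly, EC359 and RSL3 differed at least 2-fold in 40 genes, 22 higher and 18 lower in EC359, of which 75.0% had overlapping exons. The 6 most different genes were all of that kind. TOMM6 (ENSG00000214736, chromosome 6, 41787662 to 41789898, plus strand) measured 8.63 FPKM in EC359 and 124 in RSL3, while AL365205.1 (ENSG00000124593, chromosome 6, 41780349 to 41790141, plus strand), which spans it, measured 28.1 FPKM in EC359 and 4.91 in RSL3. AL136295.1 was listed at 0 in all libraries but EC359, where it measured 8.27 FPKM. RPL36A-HNRNPH2 was higher in EC359, and AC245060.4 and AC010132.3 were listed at 0 in EC359 and measured 6.11 and 5.58 FPKM in RSL3. With Fer-1 in both arms, 30 genes were higher and 21 lower in the EC359 arm, and 60.8% of the 51 had overlapping exons.

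Genes often measured in ferroptosis were fixed before the data were examined. HMOX1 (ENSG00000100292, chromosome 22, 35380361 to 35394207, plus strand) measured 10.4 FPKM in DMSO, 19.3 in EC359, 27.4 in RSL3, 11.4 in EC359+Fer-1 and 18.1 in RSL3+Fer-1. CHAC1 (ENSG00000128965, chromosome 15, 40952962 to 40956512, plus strand) was highest in EC359+Fer-1, at 21.8 FPKM, against 0.79 in DMSO, 1.92 in EC359, 0.89 in RSL3 and 1.70 in RSL3+Fer-1. DDIT3, of which 39.6% of exonic bases are overlapped, was likewise highest in EC359+Fer-1, at 15.4 FPKM against 2.30 in DMSO and 3.65 to 4.06 in the other 3 libraries. SLC7A11 measured 9.68 FPKM there, 2.64 in DMSO, 3.95 in EC359, 4.97 in RSL3 and 4.29 in RSL3+Fer-1. PTGS2 was listed at 0 in DMSO and EC359+Fer-1, and measured 0.202 FPKM in EC359, 0.155 in RSL3 and 0.0102 in RSL3+Fer-1, too low to be tested. TFRC was 44.5 FPKM in DMSO, 53.9 in EC359, 55.9 in RSL3, 32.8 in EC359+Fer-1 and 47.7 in RSL3+Fer-1. The log2 ratios to DMSO of ACSL4 lay between -0.04 and 0.18. Those of FTH1, of which 63.2% of exonic bases are overlapped, lay between -0.12 and 0.13. The log2 ratio of TRIB3 to DMSO was -0.32 in EC359, -0.49 in RSL3, 0.20 in EC359+Fer-1 and -0.30 in RSL3+Fer-1. NQO1, of which 19.4% of exonic bases are overlapped, lay between 2.19 and 3.10 FPKM, and AIFM2 was at or below 0.406 FPKM in all libraries. The pseudocount moved these ratios most: that of CHAC1 in EC359+Fer-1 to DMSO was 3.67, 2.21 with a pseudocount of 5 and 4.63 with 0.1.

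**Figure D3:**
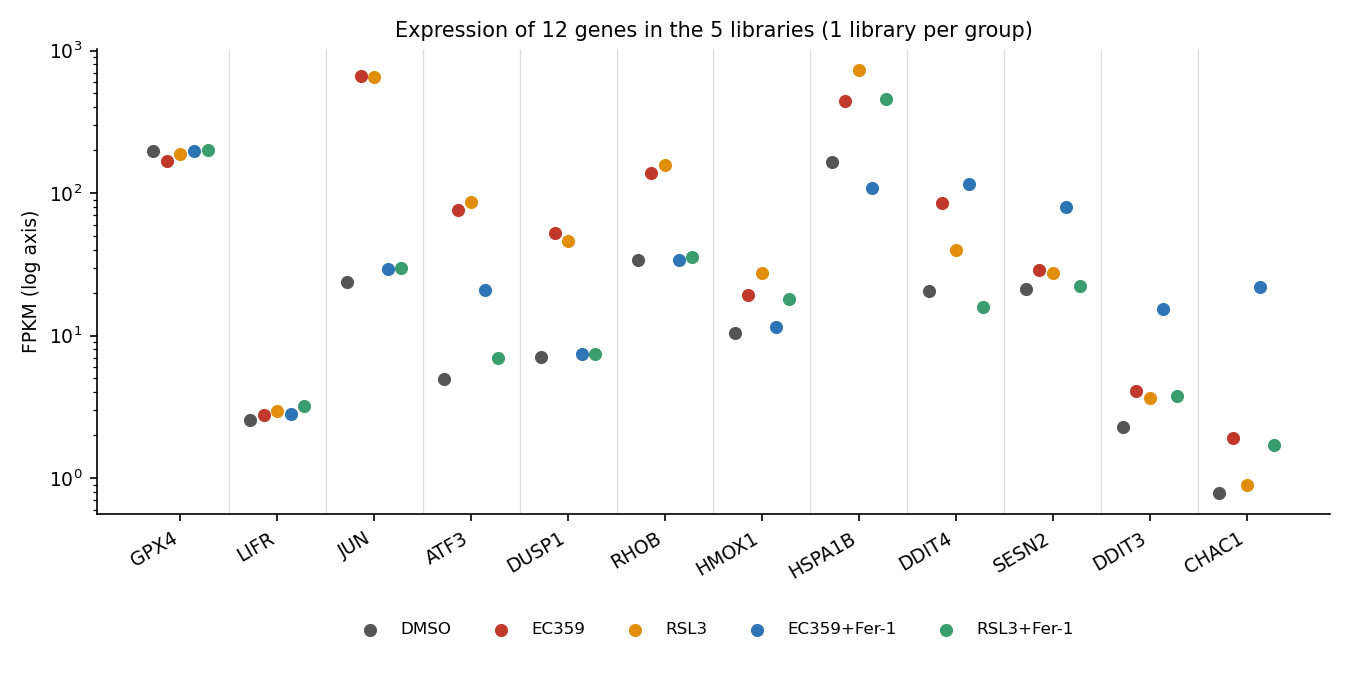
FPKM on a log axis in each of the 5 libraries, 1 point per library, for genes named in the text. JUN, ATF3, DUSP1 and RHOB are highest in EC359 and RSL3, whereas CHAC1, DDIT3 and SESN2 are highest in EC359+Fer-1, at 21.8, 15.4 and 79.5 FPKM.

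Gene lists of 10 pathways, fixed before the data were examined, were summarised by the median log2 ratio to DMSO, with its percentile among 10000 random lists of equal size matched on mean expression. The percentiles describe these libraries, and they treat genes as independent. Immediate early genes (20 tested, 5 of them also in another list) had medians of 0.51 in EC359 and 0.44 in RSL3, both above all random lists, and of -0.10 in EC359+Fer-1 and -0.10 in RSL3+Fer-1, at the percentiles 0.57 and 2.62. The list was not uniform: 15 of 20 were higher in EC359 than in DMSO and 16 in RSL3, while JUNB, IER3, CCN2 and SRF, singled out after their values were seen, were lower with both drugs. JUNB, IER3 and CCN2 have overlapping exons and are uncertain. The same holds for IER2 (52.2% of exonic bases) and NR4A1 (10.3%), which were higher with both drugs. The median in EC359 moved most with the filter and the pseudocount, to 0.86 among genes with a mean of at least 5 FPKM and to 0.29 with a pseudocount of 5.

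ATF4 targets (25 tested, 2 of them also in another list) had small medians of 0.07 in EC359 and 0.11 in RSL3, which lay at the percentile 99.92 and above all random lists, and 0.01 in RSL3+Fer-1, at 87.5. The median was 0.67 in EC359+Fer-1, above all random lists, where all 25 were higher than in DMSO and 9 at least 2-fold. All 25 were also higher in EC359+Fer-1 than in RSL3+Fer-1, with a median of 0.65. DDIT4, SESN2, STC2, ASNS and CTH, chosen after their values were seen, measured 116, 79.5, 42.8, 133 and 28.4 FPKM in EC359+Fer-1, against 20.4, 21.3, 10.9, 63.7 and 14.1 in DMSO. ASNS shares 49.3% of its exonic bases with other genes. DDIT4 was also raised in EC359 (85.1 FPKM) and RSL3 (40.0), and not in RSL3+Fer-1 (15.9).

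HSF1 targets (14 tested) had medians of 0.00 in EC359, 0.12 in RSL3, -0.19 in EC359+Fer-1 and 0.09 in RSL3+Fer-1. The median in EC359+Fer-1 lay below all random lists, with 1 of 14 genes higher than in DMSO, and those in RSL3 and RSL3+Fer-1 lay at the percentiles 99.99 and 99.92. Chaperones of the endoplasmic reticulum (16) had -0.03, 0.05, 0.01 and 0.24 in the same order, the last above all random lists. The medians for sterol synthesis genes (19) were 0.00, 0.02, -0.11 and -0.04, that of EC359+Fer-1 at the percentile 0.12, and those for p53 targets (17) were 0.02, -0.03, 0.07 and -0.08. NRF2 targets (22) had 0.00, 0.04, 0.01 and 0.03, and LIFR and STAT3 targets (10) had 0.02, 0.05, -0.00 and 0.03. The metallothioneins, of which only 3 were tested, had 0.00, 0.19, 0.26 and 0.19. The 11 reference genes had -0.11, -0.04, 0.02 and -0.04, at percentiles between 33.2 and 70.3. Of the other medians in this paragraph, those of the chaperones in RSL3 (99.1), the NRF2 targets in RSL3 (98.2) and the metallothioneins in EC359+Fer-1 (98.3) lay in the outer 5% of percentiles.

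**Figure D4:**
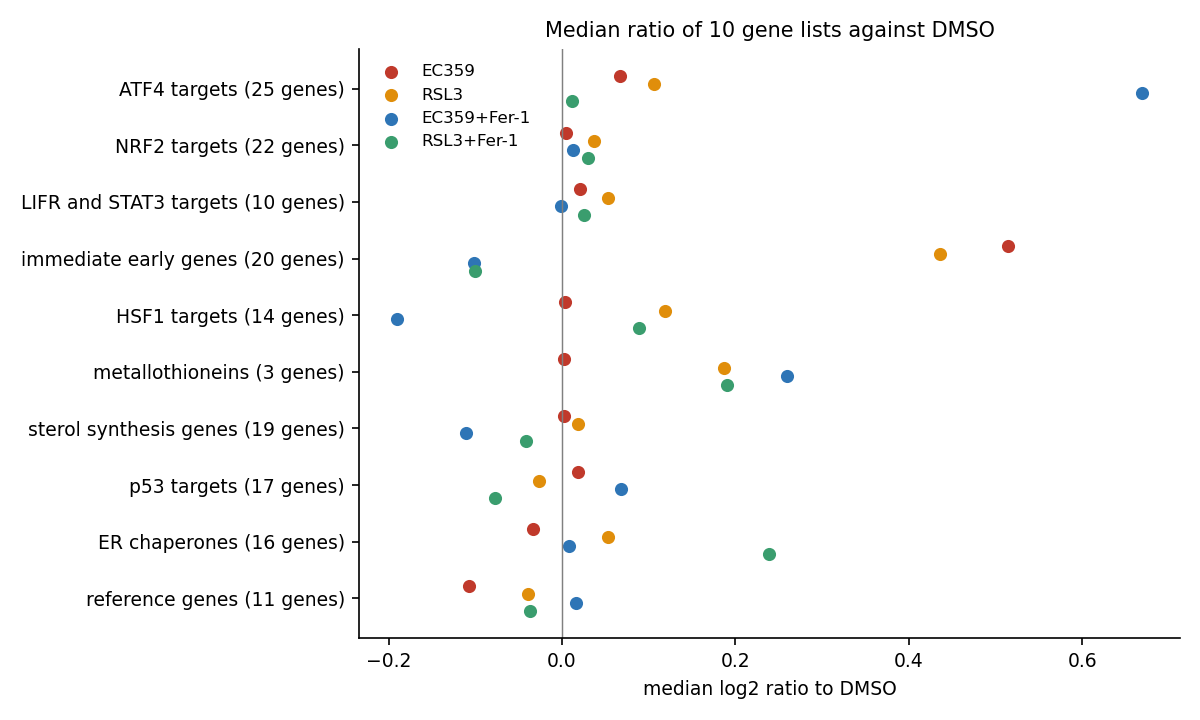
Points give the median log2 ratio to DMSO (horizontal axis) of each of the 10 gene lists in the 4 drug-treated libraries, with the number of tested genes beside each name. The ATF4 targets in EC359+Fer-1, at 0.67, and the immediate early genes in EC359 and RSL3, at 0.51 and 0.44, lie farthest from 0.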

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

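For the 10 lists and 46 tested genes named in the text, the difference between a drug and the same drug with Fer-1 was compared in the EC359 and RSL3 arms, and 10 genes moved in opposite directions by at least 0.1 on the log2 scale in each. The difference between the arms was not tested, since each arm has 1 library with and 1 without Fer-1. Of all tested genes, 7.77% met the same description, so opposite signs of this size were common and are weak evidence by themselves. DDIT4, SESN2 and STC2 were named after their values were seen, and the tests in this part were chosen only after the result was seen, except those of the share of overlap and of exchanged labels.

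In 5 of the 10 genes the exons are overlapped by another gene. AL365205.1 was higher without Fer-1 by 2.39 in the EC359 arm and differed by -0.19 in the RSL3 arm. RPL36A-HNRNPH2 differed by 1.94 and -2.91, PTP4A1 by 0.62 and -0.34, AC245060.4 by -2.85 and 0.14, and AC008878.1 by -0.80 and 0.76. Their exonic overlap lies between 77.9% and 100%. Among all 26 tested genes with opposite differences of at least 0.5 in each arm, 73.1% had overlapping exons, against a median of 26.9% and a highest value of 57.7% in 10000 random sets matched on mean expression. A candidate explanation for these 5 genes is therefore that fragments were assigned differently between overlapping gene models in different libraries. No biological explanation was tested for them.

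The other 5 genes are ATF4 and genes of its target list. DDIT4 differed by -0.44 in the EC359 arm and 1.28 in the RSL3 arm, SESN2 by -1.43 and 0.31, STC2 by -1.13 and 0.57, SLC7A11 by -1.11 and 0.17, and ATF4 by -0.32 and 0.18. Overlap is not the cause here, since the median of the 20 list members without overlap was 0.65 in EC359+Fer-1 against DMSO, where random lists reached at most 0.12. A difference in library scaling would move all genes alike, and the median of all genes in that comparison was 0.0046. An effect of Fer-1 by itself would also raise the list in RSL3+Fer-1, but its median in RSL3 against RSL3+Fer-1 was 0.040. An effect of EC359 that Fer-1 leaves untouched would be the same with and without it, but 23 of the 25 members were lower in EC359 than in EC359+Fer-1.

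What stays open is an exchange of labels between the libraries with Fer-1, the conditions of 1 dish, and a response to EC359 that appears when lipid peroxidation is blocked. If labels had been exchanged, differences between the drugs might run in opposite directions with and without Fer-1. Across 9416 genes without overlap and outside the list, the r between them was 0.14 (rho 0.13). Simulated unchanged libraries with a variation of 10% gave an r between -0.03 and 0.02 for ratios that share no library. At 0% it lay between -0.09 and 0.07, and at 20% between -0.02 and 0.03. The simulation covered 12515 genes, overlapping ones included. HSF1 targets were also lower in the EC359 arm both without and with Fer-1, by medians of -0.14 and -0.29. These values go against an exchange. They do not exclude it, since the r stayed under the 0.2 set before it was seen, and the simulation has no noise common to many genes. The conditions of a dish, such as density or used-up medium, cannot be told apart from the treatment because there was 1 library of it. The biological explanation, that EC359 combined with Fer-1 activates ATF4 targets, is a hypothesis that these data could not test further.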

How the results depend on the processing

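Alternatives fixed before the data were examined were tried 1 at a time, and 1 more, genes without exonic overlap, was chosen only after the result was seen. The counts of changed genes were recomputed under all of them. Other thresholds and protein-coding genes alone were not applied to the correlations or to the genes raised by a drug. List medians were recomputed with other pseudocounts, a mean of at least 5 FPKM and size factors, and ratios of single genes with other pseudocounts and size factors. Where a change is not explained by fewer genes tested, a stricter or looser threshold, or the weight a pseudocount gives to low genes, the cause was not tested. Counts are given for EC359, RSL3, EC359+Fer-1 and RSL3+Fer-1 against DMSO, then EC359 against EC359+Fer-1, RSL3 against RSL3+Fer-1, EC359 against RSL3, and EC359+Fer-1 against RSL3+Fer-1, and arms are given by the drug in which genes were measured.

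The numbers of changed genes moved by over 1.5 times in 53 of 72 recomputations. With a pseudocount of 0.1 they were 202, 192, 117, 122, 186, 190, 98 and 119, and with 5 they were 36, 26, 18, 9, 31, 27, 12 and 16. Among genes with a mean of at least 5 FPKM they were 48, 45, 24, 14, 44, 42, 16 and 21. At 3-fold they were 24, 22, 23, 12, 25, 26, 12 and 18, and at 1.5-fold 386, 364, 217, 219, 338, 320, 152 and 202. Among protein-coding genes the counts that moved were 48, 57, 25, 49 and 56, for EC359, RSL3 and RSL3+Fer-1 against DMSO and for each drug against the same drug with Fer-1. Among genes without exonic overlap they were 58, 58, 15, 11, 56, 53, 10 and 18. Median-ratio size factors and the absence of a filter moved none of the 8 counts that far, and size factors moved the share of higher genes by at most 3.28 percentage points.

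The r between the ratios of EC359 and RSL3 to DMSO was 0.68 without a filter, and 0.79 both among genes with a mean of at least 5 FPKM and among genes without overlap. The r between the differences to the libraries with Fer-1 was 0.35 with a pseudocount of 0.1, 0.49 with 5, 0.30 without a filter, 0.53 among genes with a mean of at least 5 FPKM and 0.53 without overlap. All were positive.

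Among these alternatives, the share of raised genes that were under 2-fold with Fer-1 moved beyond its interval only without overlapping genes, to 91.1% for EC359 and 91.1% for RSL3. With a pseudocount of 0.1 it moved the other way, to 74.8% and 74.5%. The median of the genes raised by EC359 in the RSL3 arm was 0.68 with a pseudocount of 0.1, 0.92 with 5, 0.60 without a filter, 0.96 with a mean of at least 5 FPKM and 0.91 without overlap. The median of the genes raised by RSL3 in the EC359 arm was 0.99 with a pseudocount of 5, 0.62 without a filter, 0.97 with a mean of at least 5 FPKM and 0.87 without overlap.

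Of 320 recomputed list medians, 28 moved. With a pseudocount of 0.1, ATF4 targets in EC359+Fer-1 against DMSO had 0.70. Immediate early genes had 0.63 in RSL3, -0.15 in EC359+Fer-1 and -0.19 in RSL3+Fer-1 against DMSO, 0.94 in EC359 against EC359+Fer-1 and 1.15 in RSL3 against RSL3+Fer-1. With a pseudocount of 5, ATF4 targets in EC359+Fer-1 had 0.57 against DMSO and 0.61 against RSL3+Fer-1, and chaperones of the endoplasmic reticulum in RSL3+Fer-1 had 0.17. Immediate early genes then had 0.29, 0.21, -0.039 and -0.038 in the 4 treated libraries against DMSO, and 0.36 and 0.37 in EC359 and RSL3 against the same drug with Fer-1.

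Among genes with a mean of at least 5 FPKM, immediate early genes had 0.86 in EC359, 0.91 in RSL3 and -0.017 in EC359+Fer-1 against DMSO, 0.99 and 1.15 in EC359 and RSL3 against the same drug with Fer-1, and 0.083 in EC359+Fer-1 against RSL3+Fer-1. LIFR and STAT3 targets then had 0.000874 in EC359 against RSL3, and p53 targets -0.086 in RSL3 against DMSO. Metallothioneins had -0.31 in EC359 against RSL3 and -0.13 in EC359+Fer-1 against RSL3+Fer-1, with at most 3 genes tested. In 3 of these the sign changed from that with a mean of at least 1 FPKM: -0.07 for LIFR and STAT3 targets in EC359 against RSL3, and -0.01 for immediate early genes and 0.07 for metallothioneins in EC359+Fer-1 against RSL3+Fer-1. With median-ratio size factors, ATF4 targets in RSL3 had 0.15 against DMSO and 0.074 against RSL3+Fer-1, and NRF2 targets in RSL3 had 0.078 against DMSO.

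Of the log2 ratios of single named genes, 40 moved with a pseudocount of 0.1, all to larger sizes, and 59 with a pseudocount of 5, all to smaller ones. None of the 99 changed sign. A pseudocount cannot change the sign, and a smaller one always gives a larger size, so these directions are no check of the ratios. Size factors moved none. Scaling by total counts and using another unit, both listed beforehand, were not run. The scaling needs counts. Another unit does not, since TPM follows from FPKM and the library totals, and it was left untried. No paired analysis was possible because each group has 1 library.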

Other observations

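The tests in this part were chosen after the patterns were seen, except that the gain and loss among overlapping partners and the median of the shortest genes were fixed before their results were seen.

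The list of immediate early genes was higher in both drug libraries and its median was slightly below DMSO in both libraries with Fer-1, at -0.10 in each, at the percentiles 0.57 and 2.62. By log2(FPKM + 1), JUN and ATF3 rose most in both drug libraries, followed by DUSP1 in EC359 and by EGR1 in RSL3. ATF3, which is also in the list of ATF4 targets, stayed above DMSO by 1.87 in EC359+Fer-1. FOS, MYC and KLF6, singled out after their values were seen, moved with them: FOS rose by 1.44 and 2.12, MYC by 1.06 and 1.21 and KLF6 by 1.39 and 1.5 on the log2 scale with EC359 and RSL3. The pseudocount lowers the rank of FOS. Its plain FPKM ratios to DMSO were 14.0 in EC359, where DUSP1 had 7.50, and 26.5 in RSL3, where EGR1 had 17.0. They rest on 0.152 FPKM in DMSO, an estimated 11.1 fragments. ADAMTS1, SNAI2 and TRIB1, outside the list, rose by 1.40 to 1.81 and stayed between -0.10 and 0.07 with Fer-1. Scaling is argued against as the cause, since the median of all genes in EC359 against EC359+Fer-1 was -0.027. Overlap is argued against too, since the 15 members without overlap had a median of 1.04 in that comparison and 1.09 in the RSL3 arm, where random lists in the EC359 arm reached at most 0.20. A disturbance of 1 dish would raise the list in 1 arm, but its medians against the libraries with Fer-1 were 0.81 in the EC359 arm and 0.78 in the RSL3 arm, which share no library. A response of JUN and DUSP1 to lipid peroxidation, common to both drugs and absent with Fer-1, is a hypothesis found and tested on the same 5 libraries.

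Transcripts of the mitochondrial genome made up 13.1% of total FPKM in DMSO, 18.3% in EC359, 16.8% in RSL3, 13.7% in EC359+Fer-1 and 13.2% in RSL3+Fer-1. The 13 mitochondrial mRNAs had median log2 ratios to DMSO of 0.50, 0.34, 0.09 and -0.03 in the 4 treated libraries, all 13 being higher in EC359 and in RSL3. The 22 mitochondrial tRNAs had medians of 1.07, 0.78, 0.22 and -0.03. Mitochondrial DNA in a library would add an equal FPKM to each gene, but the increments in EC359 ranged from 159.9 FPKM for MT-ND3 to 3263 for MT-ND4L, a ratio of 20.4. Loss of cytosolic RNA would raise all 13 by 1 factor. Their log2 ratios spanned 0.69 in EC359 and 0.55 in RSL3, but also 0.49 in EC359+Fer-1 and 0.48 in RSL3+Fer-1, where their median was near that in DMSO. The 2 mitochondrial rRNAs had medians of 0.42, 0.37, 0.32 and 0.20 in the 4 treated libraries, so they changed less between drug and Fer-1 than the mRNAs did. MT-RNR1 differed by 0.03 in each arm, and MT-RNR2 by 0.16 in the EC359 arm and 0.32 in the RSL3 arm. This goes against 1 factor for all. The differences among the 13 mRNAs also recurred between the arms, which share no library. Against the same drug with Fer-1 they ran from 0.14 to 0.69 with EC359 and from 0.09 to 0.92 with RSL3. In both arms MT-ND3, MT-CYB, MT-CO3, MT-CO2, MT-ATP8 and MT-ATP6 rose least, in that order, and MT-ND6 most. These values argue against 1 factor as the whole cause for the 13 mRNAs. With single libraries, a partial loss cannot be told apart from a rise of these transcripts. A preference for short transcripts would raise short nuclear mRNAs, but the 866 shortest protein-coding genes without overlap, up to 2404 bases, had a median of -0.13 in EC359 and -0.11 in RSL3.

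The same test leaves the smallest RNAs open. The longest mitochondrial tRNA has 75 bases and the shortest of those protein-coding genes 397, so no tested mRNA is as short. The 74 small nucleolar RNAs were also higher with the drugs, by medians of 0.45 and 0.53, and not with Fer-1, at -0.02 and 0.05. Poly(A) selection should remove most of these RNAs, and a greater carry-over of RNA without a tail was therefore weighed. The 18 clustered histone genes, whose transcripts lack a tail, did not rise, at -0.059 in EC359 and -0.03 in RSL3, but cells leaving S phase could hide such a rise. In the libraries with Fer-1 they had medians of 0.34 and 0.17. Other classes of short RNA were mixed: the medians in EC359, RSL3, EC359+Fer-1 and RSL3+Fer-1 were 0.38, 0.10, 0.33 and 0.46 for 11 small nuclear RNAs and 0.30, 0.21, 0.36 and 0.18 for 18 of the class of miscellaneous RNAs, which go against a carry-over confined to the drug libraries. The medians of 36 microRNA genes, at 0.25, 0.20, 0.07 and 0.07, followed the drugs against DMSO, although the median difference between RSL3 and RSL3+Fer-1 was -0.00. Most genes of these 3 classes lie near the minimum of 1 FPKM, so they do not settle it.

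The 40 genes that differ between EC359 and RSL3 may largely reflect overlapping gene models. Of them, 75% had overlapping exons, against a median of 25% and a highest value of 52.5% in 10000 random sets matched on mean expression. TOMM6 lost 73.6 FPKM times kilobases between RSL3 and EC359 while AL365205.1 gained 104. That exchange was not general: in 6 of the 30 overlapping genes the partners changed by 50% to 150% of the opposite amount, against 3 when the partners' change was taken from the Fer-1 libraries and 2 when it was taken from DMSO and RSL3+Fer-1. Whether fragments moved between partners in most of these genes cannot be told apart from other sources, because the lengths and transcripts used by the authors are not stated.

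The stress genes HSPA1A and HSPA1B differed between the libraries with Fer-1. HSPA1B measured 166 FPKM in DMSO, 441.3 in EC359, 726 in RSL3, 108 in EC359+Fer-1 and 459.5 in RSL3+Fer-1, and 36.6% of its exonic bases are overlapped. HSPA1B and HSPA8 were named after their values were seen. Division of fragments between these near-identical copies cannot be the cause, since the summed FPKM times kilobases of both was 2.12 lower on the log2 scale (-2.12) in EC359+Fer-1 than in RSL3+Fer-1. Against DMSO the sum differed by 1.43, 2.16, -0.61 and 1.5 in EC359, RSL3, EC359+Fer-1 and RSL3+Fer-1. HSPA8 ran the same way, at 603 FPKM in EC359+Fer-1 and 951 in RSL3+Fer-1. So Fer-1 did not lower these genes to the level of DMSO in the RSL3 arm, and with 1 library each, a stress specific to that dish stays as open as an effect of RSL3 that Fer-1 does not block.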
